# Comparison of RNA isolation methods on RNA-Seq: implications for differential expression and meta-analyses

**DOI:** 10.1186/s12864-020-6673-2

**Published:** 2020-03-20

**Authors:** Amanda N. Scholes, Jeffrey A. Lewis

**Keywords:** RNA-seq, RNA isolation, Batch effects, Meta-analysis, Transcriptomics

## Abstract

**Background:**

The increasing number of transcriptomic datasets has allowed for meta-analyses, which can be valuable due to their increased statistical power. However, meta-analyses can be confounded by so-called “batch effects,” where technical variation across different batches of RNA-seq experiments can clearly produce spurious signals of differential expression and reduce our power to detect true differences. While batch effects can sometimes be accounted for, albeit with caveats, a better strategy is to understand their sources to better avoid them. In this study, we examined the effects of RNA isolation method as a possible source of batch effects in RNA-seq design.

**Results:**

Based on the different chemistries of “classic” hot phenol extraction of RNA compared to common commercial RNA isolation kits, we hypothesized that specific mRNAs may be preferentially extracted depending upon method, which could masquerade as differential expression in downstream RNA-seq analyses. We tested this hypothesis using the *Saccharomyces cerevisiae* heat shock response as a well-validated environmental response. Comparing technical replicates that only differed in RNA isolation method, we found over one thousand transcripts that appeared “differentially” expressed when comparing hot phenol extraction with the two kits. Strikingly, transcripts with higher abundance in the phenol-extracted samples were enriched for membrane proteins, suggesting that indeed the chemistry of hot phenol extraction better solubilizes those species of mRNA.

**Conclusions:**

Within a self-contained experimental batch (e.g. control versus treatment), the method of RNA isolation had little effect on the ability to identify differentially expressed transcripts. However, we suggest that researchers performing meta-analyses across different experimental batches strongly consider the RNA isolation methods for each experiment.

## Background

The decreasing cost of massively parallel sequencing has led to an explosion of transcriptomic datasets. This large number of datasets has allowed for meta-analyses, which can be valuable due to their increase in statistical power. However, researchers performing meta-analyses on transcriptomic datasets need to be cautious in their use and aware of so-called “batch effects,” where technical differences between experimental batches can clearly produce spurious signals of differential expression and reduce our power to detect true differences.

In some cases the sources of batch effects are known and can be avoided. Some well-known batch effects include sequencing lane effects, library construction protocol, and RNA quality [1–3]. Other sources of batch effects clearly exist but remain unknown. While batch effects can sometimes be accounted for, this comes with some major caveats. If the batch effect completely confounds the experimental design, for example with different sequencing lanes being used for controls and treatments, statistically accounting for the batch effect will remove any “real” signal [4]. Even in the case where the batch effect is not a complete confounder, accounting for batch can reduce our power to detect true biological signal [5]. Thus, a better understanding of the sources of batch effects can help us to avoid them.

In this study, we examined the effects of RNA isolation method as a possible source of batch effects in RNA-seq design. It is well known that the RNA distribution within cells is not uniform. Newly synthesized pre-mRNAs are processed in the nucleus before being exported. Once exported, mRNAs are frequently trafficked to specific subcellular sites as a mechanism for spatially controlling protein synthesis. Indeed, perhaps the most widespread example of mRNA localization is that used for spatial control of protein synthesis, where mRNAs encoding secreted and membrane proteins are translated at the ER membrane allowing for proper protein localization and folding [6].

Despite the widespread acknowledgement that mRNAs are differentially localized within the cell, there has been a paucity of studies examining whether “common” RNA extraction methods are equivalent in their abilities to extract differentially localized RNA species, and whether the method of RNA isolation affects our ability to detect differentially expressed transcripts. Sultan and colleagues compared two RNA isolation methods (Qiagen RNeasy kit and guanidinium-phenol (TRIzol) extraction) and two library selection schemes (poly-A enrichment and rRNA depletion) on downstream transcript abundance estimates, and found that rRNA depletion was particularly sensitive to the RNA extraction method [2]. However, their comparisons were done using only two biological replicates, and they only examined transcript abundance across technical replicates and not whether the method of extraction affects the ability to detect differential expression in the types of sample comparisons that biologists frequently care about (e.g. wild-type versus mutant or treatment versus control).

Thus, we sought to systematically examine whether three common RNA isolation methods led to differences in transcript abundance and/or our ability to detect differential expression between two experimental conditions in the form of the *Saccharomyces cerevisiae* heat shock response. The different RNA isolation methods were the classic “hot acid phenol” method, and the two most commonly-used types of kits [7]—a silica-based column kit (Qiagen RNeasy Kit) and a guanidinium-phenol (TRIzol)-based kit (Zymo Research Direct-zol), hereafter referred to as the Phenol, RNeasy, and Direct-zol methods. Based on the combined chemistries of sodium dodecyl sulfate (SDS) and phenol on cellular membranes [8, 9], we hypothesized that the Phenol method would better solubilize membrane-associated mRNAs. To test this hypothesis, and whether the choice of RNA isolation method had downstream effects on our ability to detect differentially expression transcripts, we collected four biological replicates of the model yeast *Saccharomyces cerevisiae* before and after a 20-min heat shock. Importantly, each biological sample was split into three identical technical replicates that differed only in their mode of RNA isolation. This allowed us to systematically test whether the RNA isolation method affects relative transcript abundance between technical replicates, and whether that matters for differential expression analysis.

Our analysis found a striking number of transcripts (nearly 1/3 of the genome) that appeared “differentially” expressed when comparing the Phenol method to either Kit method, and a small number of differences when comparing the Kit methods to each other. Transcripts over-represented by Phenol extraction compared to either Kit were enriched for membrane proteins, suggesting that indeed the combination of SDS plus phenol better extracts those species of mRNA. Importantly, there were virtually no differences when comparing differential expression for the heat shock response within samples where RNA was isolated via same method. Based on these results, we strongly recommend that meta-analyses be performed on groups of experiments with common RNA isolation methods.

## Results

### Experimental setup

To test whether RNA extraction methods impact between-sample comparisons and the power to identify differentially expressed genes, we used the well-characterized yeast heat shock response as an environmental perturbation. We collected four biological replicates for comparison. For each biological replicate, three “technical replicate” samples were collected to understand the impact of RNA extraction method. The only difference was that each technical replicate had their RNA extracted by one of three methods: classic hot acid phenol (Phenol Method), a silica-based column kit (RNeasy Method) and a guanidinium-phenol (TRIzol)-based kit (Direct-zol Method) (Fig. 1). RNA isolated via the Phenol method was subsequently “cleaned” with a Qiagen RNeasy Kit using the optional on-column DNase treatment, thus controlling for both DNase treatment and potential differential binding of different RNA species to the column. To minimize against batch effects other than RNA extraction method, all RNA-seq libraries were constructed on the same day using an automated robotic platform, and all libraries were multiplexed and sequenced on a single lane of an Illumina HiSeq4000 instrument.

**Fig. 1:**
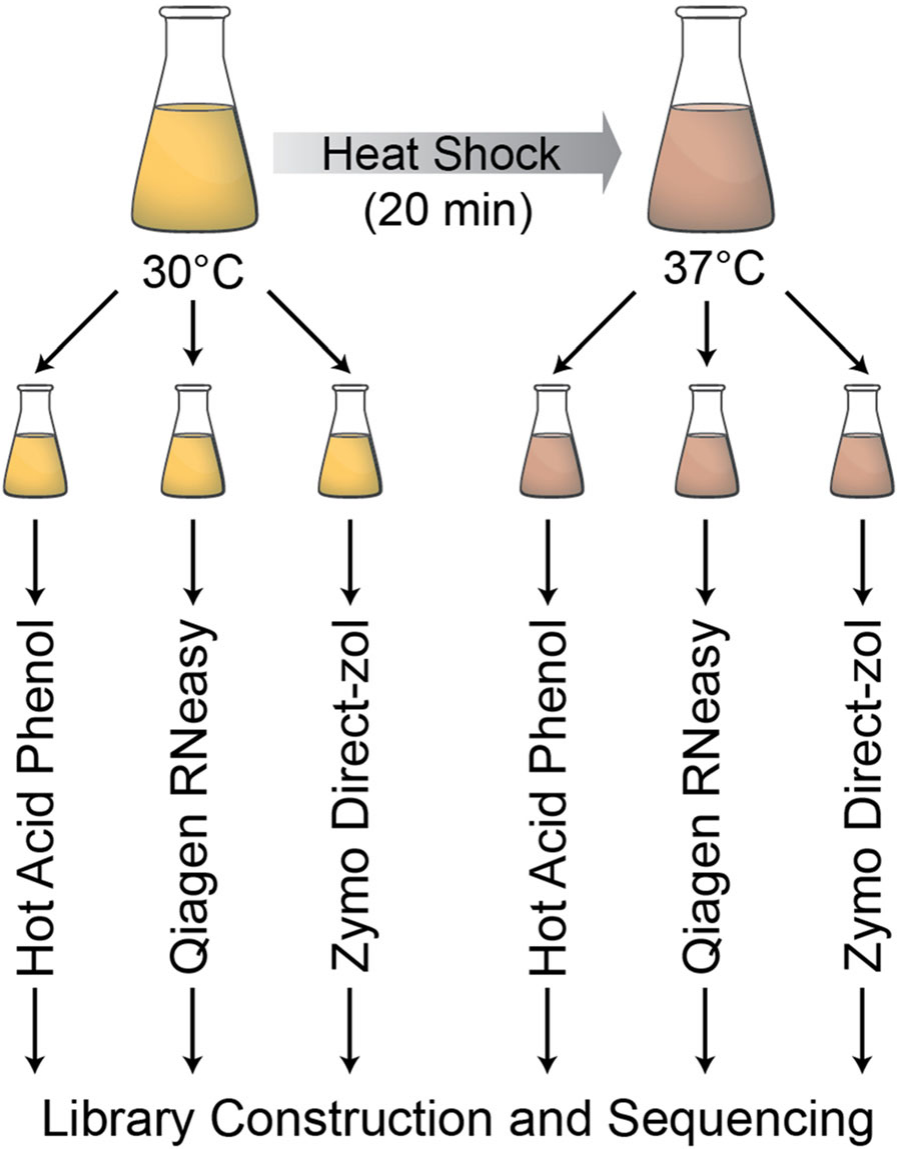
Schematic of the experimental design. Yeast cells were grown to mid-exponential phase at 30 °C, unstressed control samples were collected, and then cells were shifted to a 37 °C heat shock with samples collected after 20 min. For both unstressed and stressed cells, we collected three identical samples (technical replicates), and RNA was isolated using either hot acid phenol extraction, a Qiagen RNeasy Kit, or a Zymo Research Direct-zol RNA Miniprep Kit. Libraries were constructed in a single batch using a liquid handling robot, and then were pooled and sequenced on a single Illumina HiSeq4000 lane

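The data are 24 RNA-seq libraries, with 4 biological replicates for each of the 3 RNA isolation methods in unstressed cells at 30 °C and after 20 min at 37 °C. The strain, BY4741, is a laboratory strain of budding yeast that carries deletions in HIS3, LEU2, MET17 (MET15) and URA3. LEU2, MET17 and URA3 had at most 0.1 TPM in any library, and HIS3 had a mean of 81.8 TPM in unstressed Phenol libraries. The authors deposited TPM computed with RSEM for 6685 transcripts, without scaling between libraries, and the log2 fold changes and p-values of their edgeR comparisons for 5870 transcripts. Those 5870 transcripts passed the authors' filter on low counts and were the ones tested here. The read depth was estimated from TPM and from estimated counts in the paper's supplement, of which 773 transcripts were at hand. It ranged from 8647863 to 17114376 reads per library, with a median of 10301794 for Phenol, 13229749 for RNeasy and 12636620 for Direct-zol in unstressed cells. In heat-shocked cells the medians were 11405844, 11293882 and 13444102 reads. TPM were scaled between libraries by a trimmed mean of log ratios, with factors from 0.776 to 1.27, and converted to log2 after adding 1. Each transcript was tested with limma in a model with 6 sample types and the biological replicate as factors, and the Benjamini-Hochberg FDR had to be under 0.01. The median SD of a transcript between replicates was 0.15 on the log2 scale in unstressed Phenol libraries, 0.11 in RNeasy and 0.10 in Direct-zol. After heat shock it was 0.15, 0.14 and 0.13.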

### Differences in relative transcript abundance between phenol-extracted RNA and kit-extracted RNA

All of the RNA isolation methods yielded generally high quality RNA, as defined by a RIN of 9.0 or above, though the phenol extracted RNA averaged significantly higher RIN values than those isolated from the Direct-zol kit (9.96 vs. 9.33; *P =* 2 × 10^− 6^, *t*-test) or the RNeasy kit (9.96 vs. 9.79; *P =* 0.01, *t*-test) (Supplementary Table 1). The percentage of total mapped reads was similar across samples, with slight (though significant) differences (Supplementary Table 2). There were larger differences in the percentage of uniquely mapped reads across RNA isolation methods (Supplementary Table 2). These differences did not correlate with RNA integrity, as the Direct-zol samples had the lowest RIN values and highest uniquely and total mapped reads. Overall, we feel that both the RNA quality and read mapping would not raise any red flags in laboratories performing RNA-seq on either their own samples, or conducting a meta-analysis, though those values can be used a factor to be controlled for in differential expression analysis [3].

We were particular interested in whether differences in the RNA isolation method could masquerade as “differential” expression due to differences in transcript quantification. We first performed principal component analysis (PCA) (Fig. 2). Not surprisingly, a substantial proportion of the variance (50.5%) was explained by treatment (unstressed versus heat shock). 

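The first principal component of the ln-transformed TPM held 50.7% of the variance over the 5749 tested transcripts with a TPM above 0 in all 24 libraries. Scores on this component ran from 33.0 to 70.3 in the 12 heat-shocked libraries and from -67.4 to -35.7 in the 12 unstressed libraries. The share moved most when the transcripts were centred but not scaled to unit variance, to 76.8%.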

The second principal component corresponded to RNA isolation method and explained 26.9% of the variation. 

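This component held 27.3% of the variance. The Phenol libraries scored between 31.2 and 67.8, and the libraries from both kits between -50.2 and -5.58. Centred without unit variance, its share was 11.3%. The next component held 8.48% and separated the kits, with scores from 7.07 to 33.3 for Direct-zol and from -29.1 to -3.92 for RNeasy.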

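In unstressed cells the mean score on the second component was 42.7 ± 10.9 (SD, n = 4) for Phenol, -41.6 ± 7.00 for RNeasy and -20.3 ± 5.18 for Direct-zol. After heat shock it was 61.1 ± 6.21, -29.4 ± 10.9 and -12.5 ± 6.80. The distance between Phenol and either kit was larger than the spread between replicates of any group.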

Samples with RNA isolated by the two different kit methods clustered together, with the Phenol-isolated samples forming a separate cluster. It could seem counterintuitive that Direct-zol and Phenol methods would be so dissimilar, considering that both methods use phenol. However, the Direct-zol method uses a milder detergent than SDS (sarkosyl), is performed at room temperatures instead of 65 °C, and samples are exposed to phenol for 10 min instead of 45 min. We speculate that these differences with the Phenol method result in both silica-column-based kits behaving similarly (see Discussion and conclusions).

**Fig. 2:**
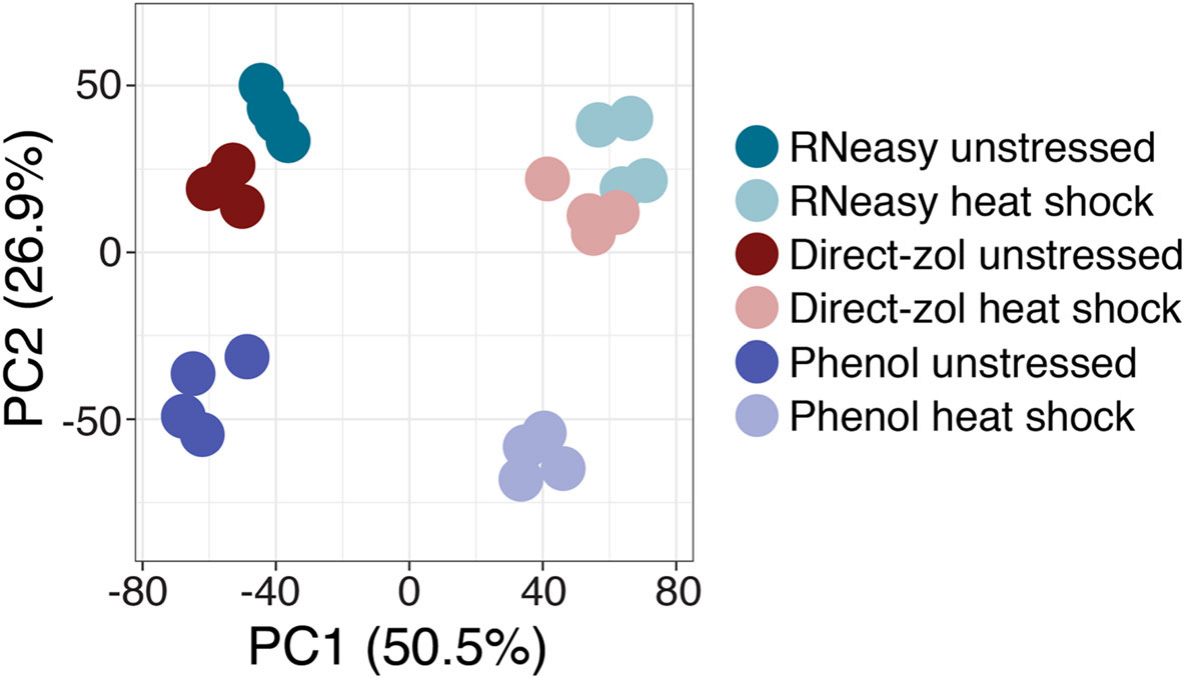
Principal component analysis (PCA) strongly implicates RNA isolation method as a batch effect. PCA on TPMs for each sample (see Methods) shows clear separation on both treatment (PC1) and RNA isolation method (PC2). Kit samples were more similar to each other than they were to the Phenol samples

To visualize differences in transcript abundance across RNA isolation methods, we performed hierarchical clustering on the TPMs of the unstressed samples (Fig. 3a). 

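On log2(TPM + 1) of the 5870 transcripts, the mean distance between an unstressed Phenol library and a kit library was 0.0334, where distance is 1 minus the correlation. Between RNeasy and Direct-zol libraries it was 0.0139, a ratio of 2.40. Replicates of the same method were 0.0163 apart on average for Phenol, 0.00918 for RNeasy and 0.00852 for Direct-zol. The smallest distance from a Phenol library to a kit library was 0.0262, and the largest distance among the 8 kit libraries was 0.0220. With average linkage, the first branch parted the 4 Phenol libraries from the 8 kit libraries. The ratio moved most when each transcript was centred on its mean, to 1.45, and the Phenol libraries still formed their own branch.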

Hierarchical clustering of the samples largely recapitulated the patterns of PCA—again, the Phenol-isolated samples formed a discreet cluster distinct from the two kits. 

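The median absolute log2 fold change over the 5870 transcripts was 0.30 for Phenol vs. RNeasy, 0.32 for Phenol vs. Direct-zol and 0.13 for RNeasy vs. Direct-zol.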

The RNeasy- and Direct-zol-isolated samples also had far fewer visible differences. To quantify these differences, we used edgeR to identify transcripts with significantly differential abundance in pairwise comparisons of each RNA isolation method (FDR < 0.01, see Methods). Pairwise comparisons of the Phenol method with each Kit method identified a large number of transcripts with differential abundance: 2430 transcripts (Phenol vs. RNeasy) and 2512 transcripts (Phenol vs. Direct-zol), which we validated with qPCR for representative transcripts with differential abundance (Supplementary Fig. 1). 

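From the TPM, 2595 transcripts differed between unstressed Phenol and RNeasy libraries, with 1355 higher and 1240 lower in Phenol. For Phenol vs. Direct-zol, 2762 transcripts differed, with 1391 higher and 1371 lower in Phenol. Without the replicate in the model the counts were 2435 and 2605, and with a replicate factor within each treatment, chosen after the results were seen, 2867 and 3102. Deviations from the group means correlated between libraries of the same replicate number and treatment (mean r = 0.259 over 24 pairs), and not between those of different treatments (mean r = 0.00667 over 36 pairs). The scaling between libraries moved the directions most. On TPM as deposited, the median log2 fold change was -0.29 for Phenol vs. RNeasy, and 738 of 3360 transcripts were higher in Phenol. For Phenol vs. Direct-zol the median was -0.11, and 1100 of 2779 transcripts were higher in Phenol. Of the 2430 and 2512 transcripts that the authors' deposited comparisons call, 2339 and 2460 were also called here. PRY3, on chromosome X from 291336 to 293981, had 259 ± 62.0 TPM (SD, n = 4) in Phenol, 107 ± 11.0 in RNeasy and 93.5 ± 4.02 in Direct-zol. Its log2 fold changes were 1.52 (standard error 0.18, adjusted p = 1.4e-06) and 1.51 (adjusted p = 1.6e-06), and each stayed above 1.33 or 1.37 with any replicate left out. LAS17 had log2 fold changes of 1.25 and 1.34, and SED1 of 1.34 and 1.26, with adjusted p between 3.5e-05 and 9.0e-05. JNM1 had log2 fold changes of -0.98 and -0.97, EAF7 of -1.09 and -0.98, and RRP36 of -1.18 and -1.12. Among these, EAF7 had the smallest adjusted p, 1.3e-08 against RNeasy and 3.2e-08 against Direct-zol. ERV25, the control gene of the qPCR, had log2 fold changes of 0.09 (adjusted p = 0.34) and -0.05 (adjusted p = 0.61), and the sign of the first was negative on TPM as deposited (-0.20) and after quantile normalization (-0.21). Of the transcripts called in both comparisons, 2084 moved the same way in all 8 pairs of libraries with the same replicate number. The 3 with the highest mean log2 fold change were PRY3, VRP1 (1.18 and 1.57) and YDL016C (1.46 and 1.26), which the reference annotation does not list. The adjusted p of VRP1 against RNeasy was 5.3e-04, and reached 0.013 with a replicate left out. The 3 with the lowest were RRP36, CGR1 (-1.09 and -1.06) and EAF7.

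**Figure D1:**
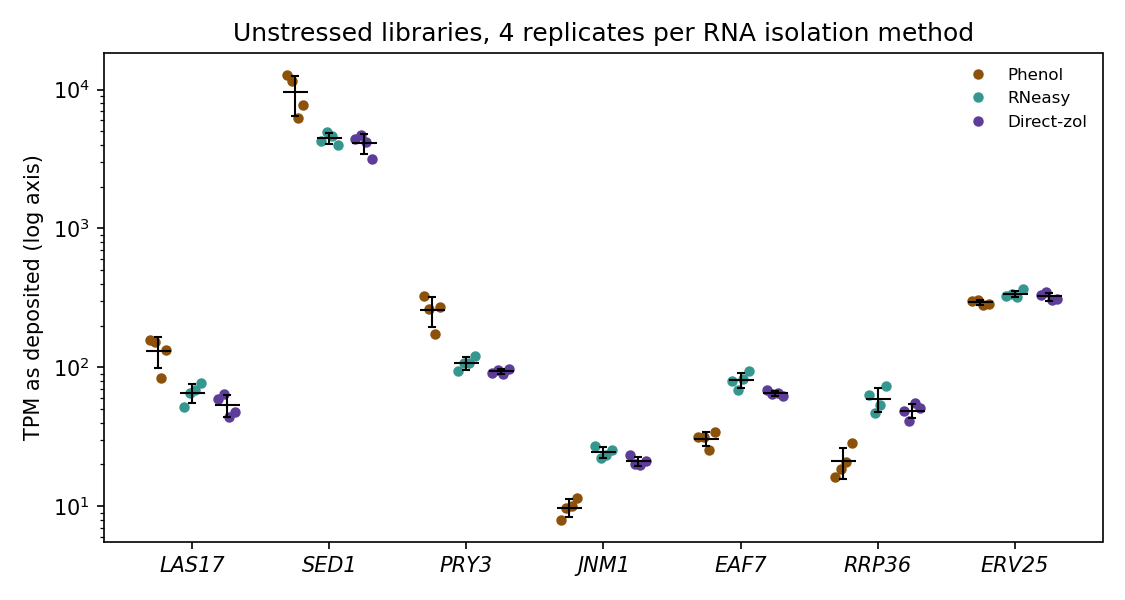
TPM as deposited (log axis) of 7 genes in the unstressed libraries. Each point is a library, and the black marks are the mean and SD of 4 replicates. JNM1, EAF7 and RRP36 are lower in every Phenol library than in every kit library, and ERV25 lies between 283 and 364 TPM in all 12.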

Of those transcripts with differential abundance in both comparisons, 1917 overlapped, which was highly significant (*P* = 1 × 10^− 520^, Fisher’s exact test) (Fig. 3c). In contrast, only 230 transcripts had differential abundance when comparing the kits to each other, suggesting only slight differences.

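In the limma comparisons 2112 transcripts were shared. If the calls were independent, 1221 of 5870 would be shared (odds ratio 17.7, log10 of the one-sided Fisher's exact p = -514). They are not independent, because both comparisons use the same 4 Phenol libraries, so this p is not a test against chance. Without the replicate in the model 1970 were shared, and with the replicate factor within treatment 2383. Of the 2112 transcripts, 2111 moved in the same direction in both comparisons, 1104 higher and 1007 lower in Phenol. The log2 fold changes of both comparisons correlated across transcripts at r = 0.843, which includes the part that comes from using the same 4 Phenol libraries in both. With different Phenol libraries for each comparison, r was 0.777 with replicates 1 and 2 of Phenol set against RNeasy, and 0.618 with replicates 3 and 4. Transcripts are not independent replicates of each other.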

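Here 240 transcripts differed between the unstressed RNeasy and Direct-zol libraries, 179 higher and 61 lower in RNeasy, and 225 without the replicate in the model. With the replicate factor within treatment, chosen after the results were seen, 409 differed, 231 higher and 178 lower in RNeasy. All 240 moved the same way in the 4 pairs of libraries with the same replicate number. The authors' deposited comparison calls 230, of which 204 were called here. This count depended on the processing more than those with Phenol: it was 763 on TPM as deposited (752 higher in RNeasy), 733 when only the 8 kit libraries were fitted (259 higher and 474 lower in RNeasy), and between 90 and 108 with a replicate left out. The 3 transcripts with the highest log2 fold change were YGR161W-A, YFL002W-B and YBL005W-A, which encode Gag proteins of retrotransposons. YGR161W-A and YFL002W-B, whose values are identical, had 14.5 ± 1.92 TPM (SD, n = 4) in RNeasy and were listed at 0 TPM in all 4 Direct-zol libraries. YBL005W-A had 72.3 ± 22.3 TPM in RNeasy and 5.29 ± 4.11 TPM in Direct-zol (adjusted p = 7.5e-04, and 0.021 with a replicate left out). Each of the 3 shares 100% of its 50-base sequences with other ORFs and overlaps a longer ORF, so that reads cannot be assigned to it alone. The 3 lowest were YGR069W (log2 fold change -1.22, adjusted p = 0.0038), which the reference annotation does not list, TEF4 (-0.65, adjusted p = 0.0082) and PET9 (-0.63, adjusted p = 0.0015). With a replicate left out, the adjusted p of these 3 rose to as much as 0.047, 0.089 and 0.046. TEF4, which holds the small nucleolar RNA gene SNR38, had an adjusted p of 0.019 without the replicate in the model.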

**Fig. 3:**
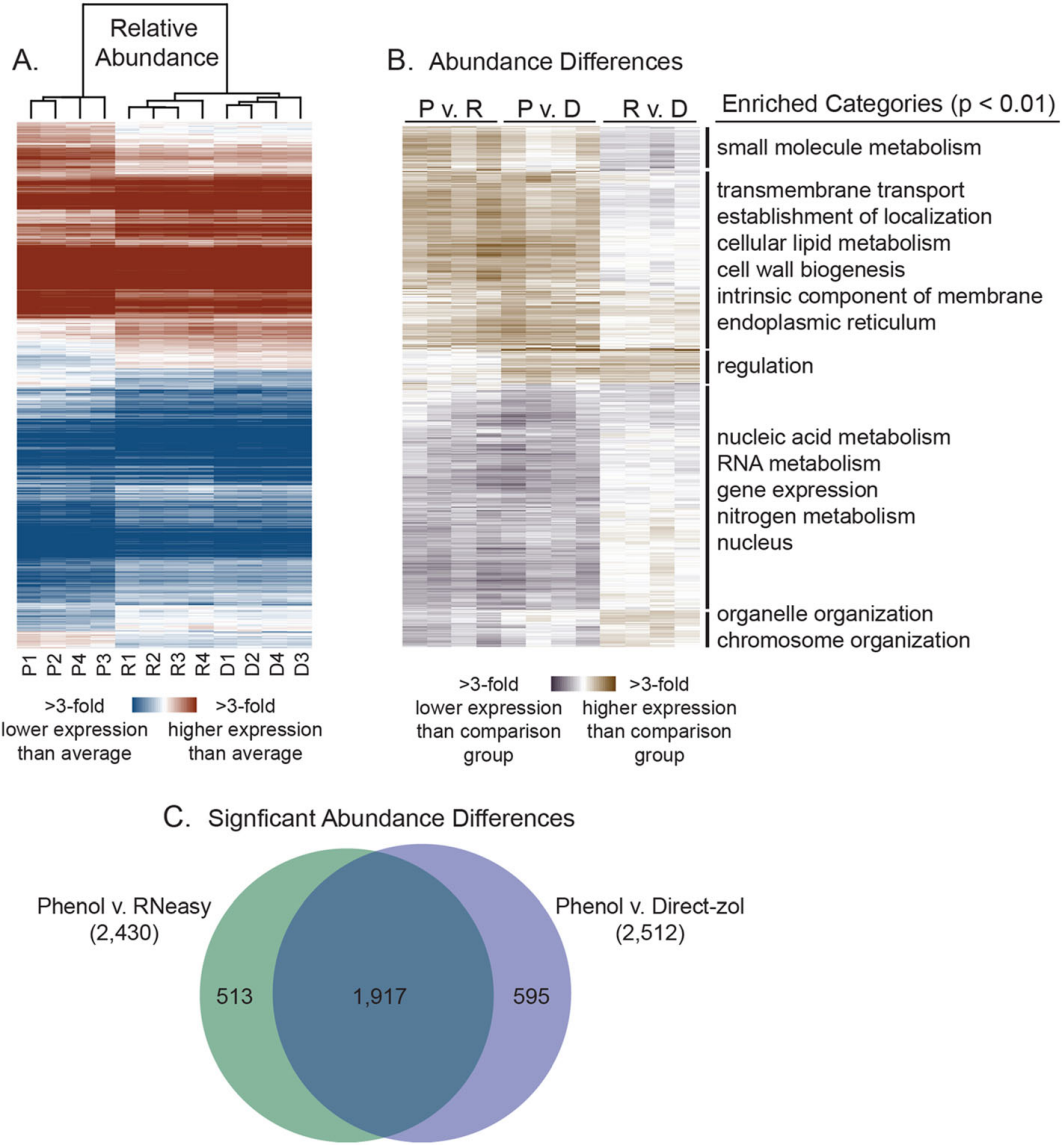
Phenol preferentially extracts mRNAs that encode for membrane proteins. **a** Hierarchical clustering of unstressed samples (P = Phenol, R = RNeasy, D = Direct-zol). Clustering on relative transcript abundance (TPMs) reveals differences depending upon RNA isolation method, while clustering on sample identity shows that the Phenol method diverges from both Kits. Red indicates higher than average transcript abundance within a sample, and blue indicates lower than average transcript abundance. **b** Hierarchical clustering of 3127 transcripts with significantly differential abundance (FDR < 0.01) in any pairwise comparisons between each RNA isolation method. Brown indicates higher expression than the comparison group (e.g. Phenol in the P v. R column) and violet indicates lower expression than the comparison group (e.g. RNeasy in the P v. R column). Enriched Gene Ontology (GO) categories (Bonferroni-corrected *P* < 0.01) are shown on the right. Complete GO enrichments for each cluster can be found in Supplementary File 3. **c** Overlap between transcripts with significantly differential abundance (FDR < 0.01) in the Phenol v. RNeasy and Phenol v. Direct-zol comparisons

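Across the 3 limma comparisons of unstressed libraries, 3257 of 5870 transcripts were called at least once, 3081 without the replicate in the model and 3621 with the replicate factor within treatment. Only 12 of them were called between the kits alone.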

To better visualize these differences, we performed hierarchical clustering on all 3127 transcripts with significantly differential abundance (FDR < 0.01) in any pairwise comparison of RNA isolation method (Fig. 3b). We found striking functional gene ontology (GO) enrichments for transcripts with higher or lower abundance in the phenol-extracted samples compared to both kits. 

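Terms were counted in the GO text of the reference annotation for the 5357 tested transcripts that carry any, with 10 terms and both directions in 20 Fisher's exact tests, two-sided with Benjamini-Hochberg adjustment. The 10 terms were chosen after the files had been seen. Among the 1056 of these transcripts that were higher in Phenol than in both kits, 144 named transmembrane transport, 13.6% against 4.65% of the background (odds ratio 6.31, adjusted p = 9.7e-42). For lipid terms the share was 7.58% against 4.24% (odds ratio 2.32, adjusted p = 2.4e-08), and for the cell wall 9.75% against 3.34% (odds ratio 6.01, adjusted p = 1.6e-29). The mitochondrion was enriched in neither direction, with odds ratios of 0.945 for higher (adjusted p = 0.54) and 0.947 for lower in Phenol (adjusted p = 0.55).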

Transcripts with higher abundance in phenol-extracted RNA in comparison to both kits were strongly enriched for transmembrane transport (*P* < 4 × 10^− 68^), establishment of localization (*P* < 9 × 10^− 54^), lipid metabolism (*P* < 1 × 10^− 27^), and cell wall organization (*P* < 1 × 10^− 18^). Looking more closely at the cellular component GO enrichments, transcripts with higher abundance in the phenol samples were strongly enriched for those encoding intrinsic membrane proteins (*P* < 4 × 10^− 191^), as well as proteins localized to the endoplasmic reticulum (*P* < 6 × 10^− 84^), cell periphery (*P* < 3 × 10^− 80^), and the vacuole (*P* < 3 × 10^− 53^). In contrast, mRNAs with lower relative abundance in the phenol samples were enriched for nuclear in localization (*P* < 3 × 10^− 60^), and included those encoding functions related to nucleic acid metabolism (*P* < 1 × 10^− 38^), RNA metabolism (*P* < 6 × 10^− 28^), chromosome organization (*P* < 4 × 10^− 17^), and gene expression (*P* < 8 × 10^− 17^). 

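Membrane proteins were predicted from the sequence, as those with at least 1 window of 19 residues with a mean hydropathy of 1.6 or more. Of the 1088 transcripts with an annotated ORF that were higher in Phenol than in both kits, 697 (64.1%) encoded such a protein, against 1692 of the 5658 in the background (29.9%). The odds ratio was 6.40 (two-sided Fisher's exact test, p = 1.4e-152). It moved most with membrane terms of the GO text in place of the prediction, to 3.21, and with at least 2 windows, to 11.1, and was 6.19 without the replicate in the model. The median log2 fold change rose with the number of windows that do not overlap, from -0.12 for none to 0.70 for 7 or more in Phenol vs. RNeasy, and from -0.14 to 0.67 in Phenol vs. Direct-zol. On TPM as deposited the medians ran from -0.40 to 0.42 and from -0.22 to 0.58. Between the kits the medians of these groups lay between -0.03 and 0.00. Predicted membrane proteins held 27.3 ± 1.72% of all TPM in unstressed Phenol libraries, 21.6 ± 0.221% in RNeasy and 20.8 ± 0.281% in Direct-zol (SD, n = 4). ORFs of predicted membrane proteins held 30.4% A on average and the other ORFs 33.4%. With A content, length and abundance in a linear model of the mean log2 fold change, the coefficient of a predicted membrane protein was 0.12, against 0.38 alone. In the GO text, the endoplasmic reticulum had an odds ratio of 4.38 (adjusted p = 4.3e-61), the cell periphery or plasma membrane 4.45 (adjusted p = 7.4e-52) and the vacuole 3.19 (adjusted p = 2.1e-32). From this enrichment, and because mRNAs of membrane and secreted proteins are anchored to the membrane during translation, the paper proposes that the Phenol method better solubilizes these mRNAs.

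**Figure D2:**
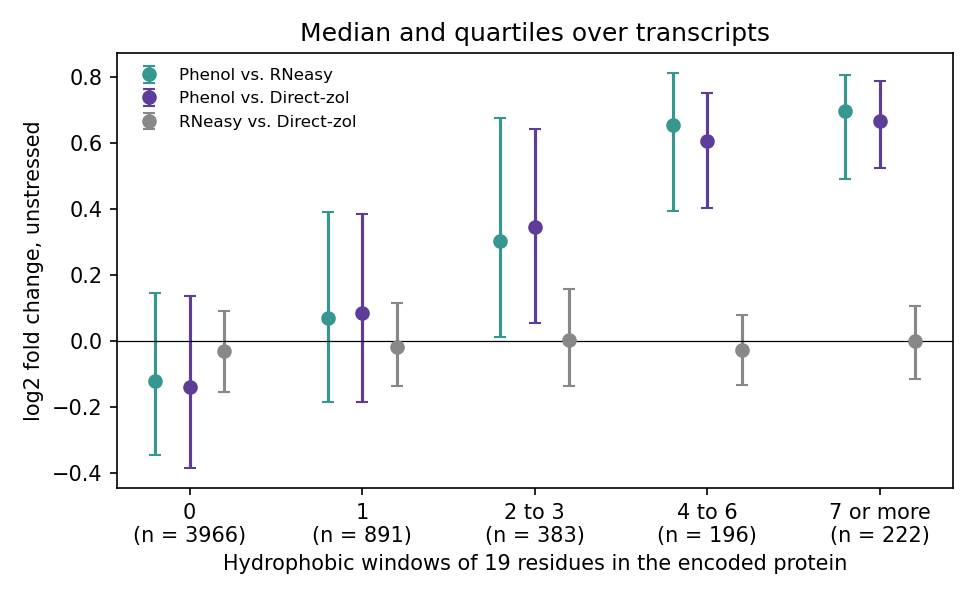
Log2 fold change between unstressed libraries (y axis) by the number of hydrophobic windows in the encoded protein (x axis). Points are medians over the transcripts of each group and bars are quartiles. The medians of both Phenol comparisons rise from -0.12 and -0.14 with no window to 0.70 and 0.67 with 7 or more, while those between the kits stay near 0.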

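Of the 986 transcripts with GO text that were lower in Phenol than in both kits, 380 named the nucleus, 38.5% against 29.0% of the background (odds ratio 1.71, adjusted p = 1.2e-12). RNA was named for 340 of them (odds ratio 1.81, adjusted p = 6.8e-14), and chromatin or a chromosome for 137 (odds ratio 1.94, adjusted p = 5.2e-09). Predicted membrane proteins made up 10.7% of the lower set (odds ratio 0.233, Fisher's exact test, p = 3.8e-56).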

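The 1007 transcripts that were lower in Phenol than in both kits had a mean of 84.4 TPM over the 12 unstressed libraries, and the other 4863 tested transcripts a mean of 188.1 TPM (two-sided permutation test across transcripts, p = 3e-05). Their medians were 50.5 and 45.8 TPM (permutation p = 0.054). In the Phenol libraries alone, which help to define the set, the means were 58.8 and 193 TPM and the medians 35.5 and 43.8 TPM. In the 8 kit libraries the means were 97.2 and 185 TPM and the medians 57.5 and 46.4 TPM. Without the transcripts above 1000 TPM, the means were 80.1 and 85.6 TPM over the 12 libraries, 57.6 and 88.7 TPM in the Phenol libraries and 92.2 and 85.4 TPM in the kit libraries. The mean over all 5870 transcripts, 170.3 TPM, follows from TPM adding up to the same total in every library.

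**Figure D3:**
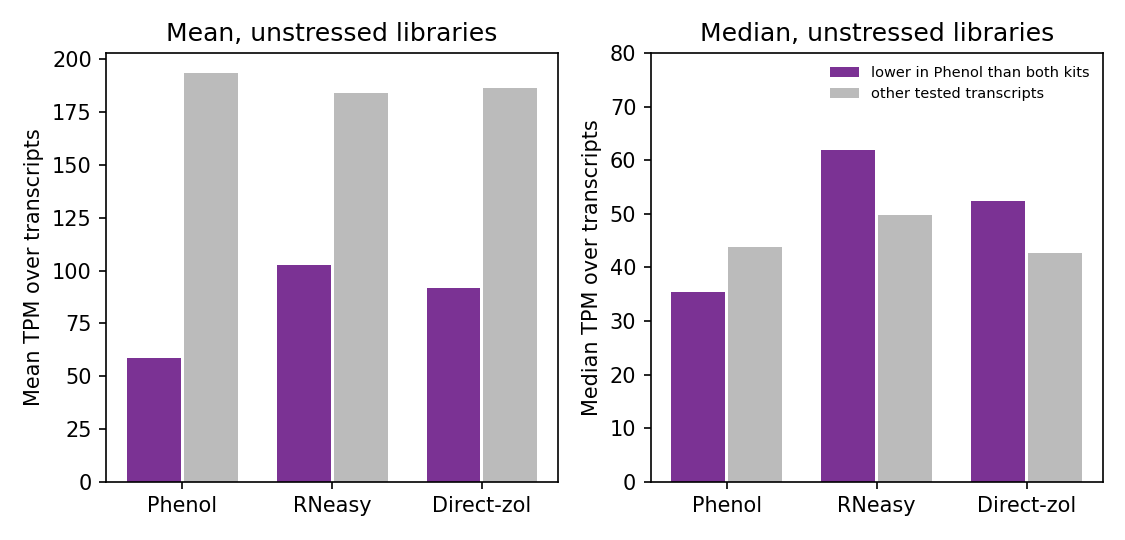
Mean (left) and median (right) TPM over transcripts in the unstressed libraries of each method, for the 1007 transcripts lower in Phenol than in both kits and the 4863 others. The mean of the lower set is below that of the others with every method, and its median is below that of the others only in Phenol, 35.5 against 43.8 TPM.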

Notably, the transcripts that appeared “repressed” in the Phenol samples compared to both Kits also had significantly lower expression relative to the genomic average (60.7 TPMs vs. 170.3 TPMs; *P* < 3 × 10^− 24^, *t*-test). We hypothesize that lowly expressed transcripts are more sensitive to appearing spuriously “repressed” (see Discussion and conclusions).

### Properties of transcripts with spurious differential expression

That Phenol-isolated samples have higher transcript abundance for mRNAs encoding membrane proteins fits with the hypothesis that the Phenol method better solubilizes that species of mRNA. Another possibility is that differences in transcript degradation rates are responsible for the spurious patterns of differential expression. Because GC content and transcript length correlate with in vivo mRNA degradation rates [3], we examined those relationships in our data. 

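GC content and length were taken from the annotated ORF. The 1333 transcripts higher in Phenol than in RNeasy had a mean GC content of 41.9 ± 3.72% (SD over transcripts) and a mean length of 1705 bases, and the 3085 not called had 40.2 ± 3.58% and 1516 bases. The 1240 transcripts lower in Phenol than in RNeasy had 38.6 ± 2.42% and 1311 bases. Against Direct-zol, the 1367 higher transcripts had 41.0% GC and 2174 bases, the 1366 lower ones 39.3% and 1066 bases, and the 2925 not called 40.4% and 1418 bases. Each called set differed from the transcripts not called in GC content and in length, in 8 two-sided permutation tests across transcripts with p = 1e-05, the smallest possible, before and after Benjamini-Hochberg adjustment.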

Transcripts with significantly higher or lower abundance in Phenol-extracted samples compared to each Kit method had significantly higher GC content and gene length (Supplementary Fig. 2). We also examined the relationship between differential abundance and direct estimates of in vivo transcript stability (half-lives) from Neymotin and colleagues [10]. We did find a significant difference in the Phenol vs. Direct-zol comparison, but not for the Phenol vs. RNeasy comparison. To determine how much of the variation was explained by GC content, gene length, and transcript half-life, we performed linear regression of those parameters on the average fold changes for phenol-extracted samples vs. the kits. 

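Across 5658 transcripts, which are not independent replicates, GC content correlated with the Phenol vs. RNeasy log2 fold change at r = 0.374 (Spearman's rho = 0.394) and log2 length at r = 0.130 (rho = 0.157). With the Phenol vs. Direct-zol log2 fold change, r was 0.188 for GC content (rho = 0.188) and 0.326 for log2 length (rho = 0.368). All 4 correlations had a permutation p of 1e-04, the smallest possible, before and after Benjamini-Hochberg adjustment. GC content accounted for 14.0% and 3.55% of the variance of these fold changes, and length for 1.69% and 10.6%. The largest move came with the GC content of the last position of codons, where r was 0.238 and 0.0879.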

Both GC content and transcript length showed weak to moderate correlation (*r* = 0.06–0.32) with log_2_ fold changes, depending upon the comparison group, while estimated in vivo half-life weakly correlated with log_2_ fold changes in either comparison (Supplementary Tables 3 and 4). Because differences in GC content and length are associated with differences in transcript degradation rates in vitro [3], we repeated the edgeR analysis using RIN as a factor. We expected that because the RIN values for the Direct-zol samples were all lower than the others, using RIN as a covariate would eliminate most of the signal for differential expression. This turned out to be correct—we identified 788 “differentially” expressed genes in the Phenol vs. Direct-zol comparison compared to 2513 when RIN was not included as a factor. Because the RNeasy-isolated samples had relatively high RIN values relative to the Direct-zol-isolated samples, the vast majority of transcripts with differential expression were retained as significant when accounting for RIN in the edgeR QL model (2362 / 2430). With RIN as a covariate, we repeated the analyses looking at relationships between “differential” expression and GC content, gene length, and in vivo transcript stability (Supplementary Fig. 3 and Supplementary Tables 3). The correlations between log_2_ fold changes and GC content or in vivo transcript stability were essentially eliminated for the Phenol vs. Direct-zol comparison, while the correlation with length was slightly reduced. Thus, it is possible that some subset of spurious differential expression is due to differences in RNA degradation rates. However, the surviving differentially expressed transcripts with higher expression in the Phenol-isolated samples relative to the Direct-zol isolated samples were still strongly enriched for those encoding intrinsic membrane proteins (*P <* 3 × 10^− 100^). Moreover, because of the substantial overlap between genes called as differentially expressed in the Phenol vs. RNeasy and Phenol vs. Direct-zol comparisons, we hypothesize that the differing chemistries in the extraction are responsible for the batch effect, and not RNA degradation (see Discussion and conclusions).

### Differences in RNA isolation method have little effect on the ability to detect differential expression with a batch

The striking differences in transcript abundance depending on RNA isolation could conceivably affect the ability to detect differential expression. To test this, we examined our ability to detect differential expression in cells shifted from 30 °C to 37 °C for 20 min—the classic yeast heat shock response. We identified ~ 3800 differentially expressed transcripts for all three RNA isolation methods, with substantial overlap for all three (Fig. 4). 

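After heat shock, 3908 transcripts changed in the Phenol libraries, 3890 in RNeasy and 3897 in Direct-zol, with 1933, 1935 and 1938 of them higher. Without the replicate in the model the counts were 3866, 3855 and 3858. Each set of counts comes from a single fit of all libraries, in which the methods share the variance estimate of each transcript. Similar counts and a large overlap are therefore partly built in and do not show that detection is equal. The counts moved apart when only the libraries of each method were fitted, to 3133, 3773 and 3651, and the overlap of those fits was not examined. In the fit of all libraries, the 3 methods shared 3480 transcripts, 1716 higher and 1764 lower. With at least 1 method, 4331 were called. On TPM as deposited, the median log2 fold changes were 0.18, 0.25 and 0.29, and 2428 of 3889, 2642 of 3983 and 2795 of 4059 transcripts were higher. Of the transcripts that the authors' comparisons call, 3660 of 3737, 3684 of 3782 and 3738 of 3795 were called here. The log2 fold changes correlated across transcripts at r = 0.979 between Phenol and RNeasy, 0.984 between Phenol and Direct-zol and 0.990 between the kits. Of the transcripts shared by all 3 methods, 3437 moved the same way in all 12 pairs of libraries with the same replicate number. Among these the 3 with the highest mean log2 fold change were HSP26 (7.62 with Phenol, 8.02 with RNeasy and 8.08 with Direct-zol), SSA4 (7.29, 7.47 and 7.62) and ALD3 (6.98, 7.03 and 7.32), which shares 40.4% of its 50-base sequences with other ORFs. HSP26, on chromosome II from 382030 to 382674, had 32.6 ± 16.5 TPM (SD, n = 4) in unstressed and 6985 ± 1177 TPM in heat-shocked Phenol libraries. The 3 lowest were URA1 (-4.74, -4.91 and -4.95), HO (-4.38, -4.40 and -4.45) and RPL9A (-3.78, -4.09 and -4.03), which shares 14.0% of its 50-base sequences. Adjusted p-values of these 6 genes were at most 8.4e-11.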

Hierarchical clustering yielded no clear pattern among differentially expressed transcripts that were missed in sample set over another (Fig. 4). 

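Of the 4331 transcripts called with at least 1 method, 447 were called with 1 method and 404 with 2. The sign of the log2 fold change was the same with all 3 methods for 427 of the 447 and 399 of the 404. For the 404 transcripts, the median FDR with the method that missed them was 0.0318. That value is from the fit of all libraries, in which the methods share a variance estimate.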

We also detected zero transcripts that had significant fold change differences in their heat shock response in any pairwise comparison between RNA isolation methods (Supplementary File 2).

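The limma interaction of method and heat shock gave 0 transcripts at an FDR under 0.01 for each pair of methods, with and without the replicate in the model. At an unadjusted p under 0.05, 250 of 5870 transcripts differed for Phenol vs. RNeasy, 244 for Phenol vs. Direct-zol and 58 for RNeasy vs. Direct-zol. Each of these counts is below the 0.05 share of transcripts that would pass without any difference, so the test may be conservative here. In 5 simulated data sets with changes added to 200 transcripts of the unstressed Phenol libraries only, the same interaction test called 118 transcripts on average. Those changes were at most 1 in size on the log2 scale. The simulated replicate effect was shared by both treatments, while deviations in the real libraries correlated only within a treatment. The 118 calls are therefore no measure of power in the real data, and 0 calls do not show equal responses. With a replicate factor within each treatment, chosen after the results were seen, 1 transcript was called for Phenol vs. RNeasy, HBT1, on chromosome IV from 57265 to 60405. With the replicate factor over both treatments, its heat shock response was larger by 0.70 (log2, adjusted p = 0.30) with Phenol than with RNeasy. The counts at an unadjusted p under 0.05 rose to 409, 423 and 80 with the factor within treatment. After quantile normalization they were 688, 470 and 118.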

**Fig. 4:**
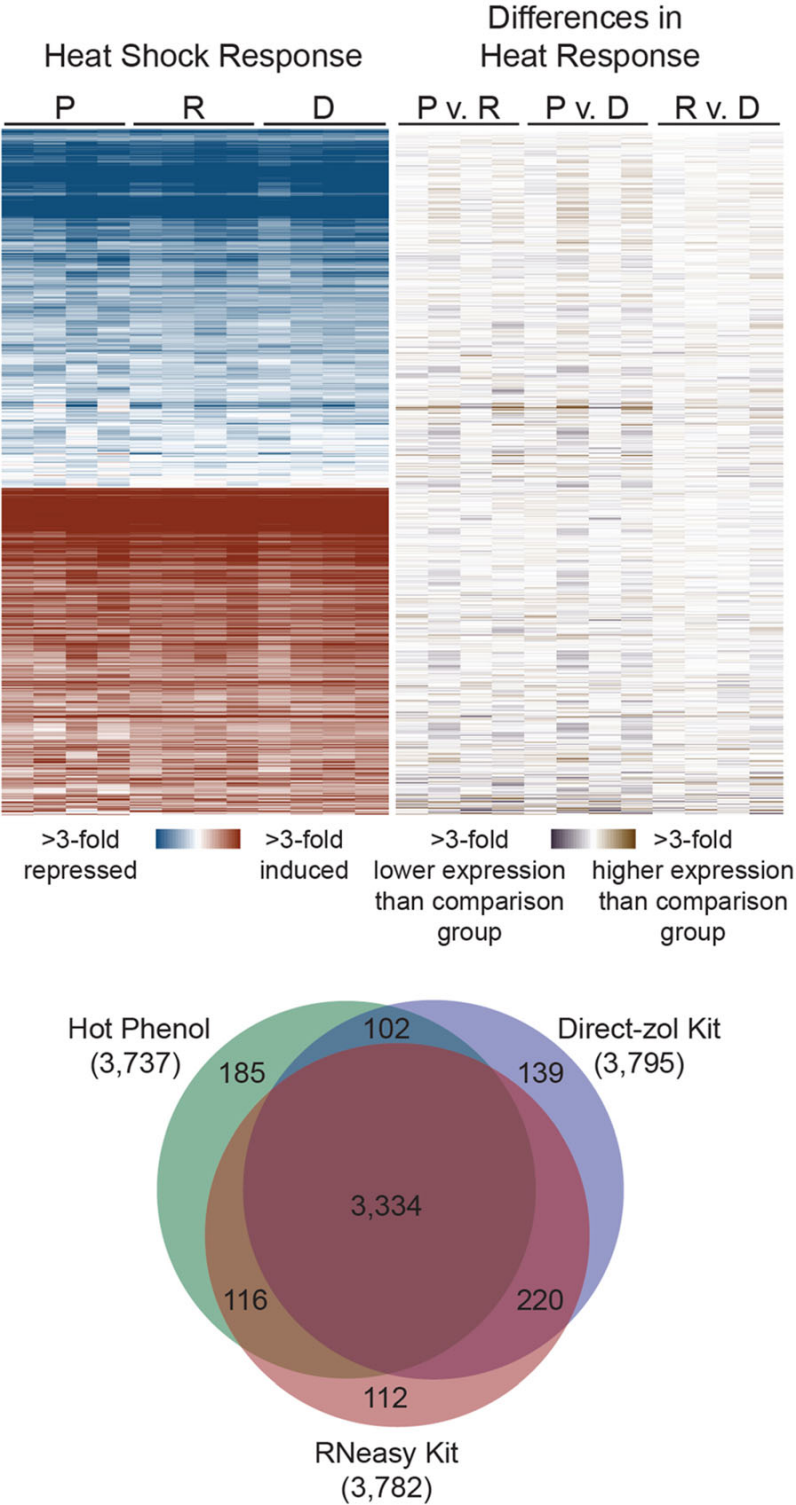
The method of RNA extraction has little effect on differential expression analysis. Hierarchical clustering of median-centered log_2_-fold TPM changes for 4232 transcripts that were differentially expressed in response to heat (FDR < 0.01) in at least one set of samples (P = phenol, R = RNeasy, D = Direct-zol). The left portion of the heat map displays gene expression changes during heat shock across the four biological replicates, with red indicating genes induced by heat shock, and blue indicating genes repressed by heat shock. The right portion shows differences in abundance in pairwise comparisons between each RNA isolation method, with brown indicating higher expression than the comparison group, and violet indicating lower expression than the comparison group. The Venn Diagram depicts overlap between differentially expressed genes in the Phenol, RNeasy, and Direct-zol isolated samples

One possibility is that the transcripts encoding the processes most affected by differences in the extraction methods (i.e. membrane-associated proteins) are lowly represented during the heat shock response, and thus the method of RNA isolation could affect differential expression under different conditions. To test this, we examined whether genes with the GO component term of “membrane” were less likely to be differentially expressed during heat shock. Genes encoding membrane proteins comprise 28.7% of the yeast genome, which turned out to be statistically equivalent (via TOST, see Methods) to their proportion within the heat shock response (28.4, 28.7, and 28.3% for RNAs extracted by Phenol, RNeasy, and Direct-zol, respectively). Thus, we hypothesize that at sufficient sequencing depth, the ability to detect differential expression is robust to the modest differences in transcript counts caused by differences in RNA isolation method.

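With membrane proteins predicted from the sequence, 29.9% of the 5658 transcripts with an annotated ORF encoded one. Among the heat shock calls the shares were 29.8% of 3843 with Phenol, 29.7% of 3830 with RNeasy and 29.4% of 3827 with Direct-zol. Equivalence tests on proportions (TOST, a pair of one-sided tests), with the paper's bounds of 2.9 percentage points, gave p = 0.0015, 0.0021 and 0.0053. Each called set is a large part of the background it was compared with, and the tests treat the proportions as independent. The bounds therefore allow a larger difference between called and other transcripts, which was not tested. On TPM as deposited the p-values were 0.0032, 0.026 and 0.017, and without replicate 4 they were 0.0052, 0.0064 and 0.0067. From the lack of differences in heat shock response and this equivalence, the paper proposes that the detection of differential expression is robust to the RNA isolation method at sufficient sequencing depth.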

## Discussion and conclusions

In this study, we tested whether differences in RNA isolation method affect relative transcript abundance between samples, and whether the RNA isolation method impacts our ability to detect differential expression. Our results suggest that differences in RNA isolation method can substantially affect relative transcript abundance, and we saw thousands of differences in transcript abundance when comparing hot acid phenol extraction with an RNeasy or Direct-zol kit. It is well established that mRNAs encoding membrane and secreted proteins are anchored to the membrane during translation [11]. That transcripts with higher abundance in the Phenol-isolated samples are strongly enriched for encoding membrane proteins suggests the Phenol method better solubilizes those mRNAs. Because relatively more membrane-associated mRNAs are being extracted, there must be relatively less abundance of other mRNAs. Thus, we see decreased abundance of certain nuclear transcripts, which were already more lowly expressed, and thus likely more sensitive to appearing “repressed.”

We disfavor the alternative hypothesis that we are capturing differences in transcript degradation rates for a number of reasons. First, while we do see differences in RIN values across the different RNA isolation methods, the differences are relatively small, and our RIN values are all much higher than the points where other studies identified them as confounding RNA-seq analysis [3, 12]. Second, it is likely that any degradation that is occurring in our samples is happening in vitro during RNA isolation, and Opitz and colleagues have found that in vitro RNA degradation rates are likely relatively equal across transcripts and thus have little effect on differential expression analysis [13]. And while RNA degradation rates in vivo are strongly biased and can lead to spurious functional enrichments in downstream analysis, we found little relationship between estimated mRNA half-lives from [10] and fold-changes in comparisons between kits. Only one of the Phenol vs. Kit comparisons showed a significant difference in half-lives, but the correlation was still rather poor (*r*^*2*^ = 0.02). And while transcripts with higher relative abundance in the phenol-extracted samples versus the kits had higher GC content and gene length, which both correlate with higher in vivo degradation rates [3], the correlation between those parameters and fold-change differences was not strong (Supplementary Table 3). Notably, GC content and gene length are not random, and membrane proteins tend to be longer and have higher GC content than average [14, 15]. Finally, if RNA degradation is responsible, it is somewhat hard to reconcile that we see similar patterns of “differential” expression when comparing the Phenol vs. Direct-zol or RNeasy kits, even though the RNeasy kits have quite a bit higher RIN values.

Regardless of the cause of these differences between hot-phenol extracted samples and kits, it clear that this can represent a large source of batch-effect variation between samples whose RNA has been isolated via different methods. Within an individual lab, we are largely agnostic. The method of RNA isolation had little effect on the ability to identify differentially expressed transcripts in our heat shock test case. Thus, experiments within a single lab are unlikely to be affected by the choice of RNA isolation method as long as the same method is used throughout an experiment. For meta-analyses however, we recommend that researchers avoid comparing experiments where the RNA isolation methods differ.

## Methods

### Yeast growth and sampling procedures

All experiments were performed using yeast strain BY4741 (S288c background; MATa *his3∆1 leu2∆0 met15∆0 ura3∆0*), obtained from Open Biosystems. To compare RNA isolation methods, we collected three identical 10-ml ‘technical’ replicates for each biological replicate (4 biological replicates in total). Cells were grown > 8 generations in 100-ml synthetic complete medium (SC) [16] at 30 °C with orbital shaking (270 rpm) to mid-exponential phase (OD_600_ of 0.3–0.6), and 10-ml samples were removed representing the unstressed control. For heat shock treatment, one volume of 55 °C medium was added to the remaining culture, immediately bringing the final temperature to 37 °C, and the culture was incubated at 37 °C for another 20 min before removing 10-ml samples. Both unstressed and heat shocked cells were collected by centrifugation at 1500 x *g* for 3 min, and cell pellets were flash frozen in liquid nitrogen and stored at − 80 °C until processing.

### RNA isolation methods

#### Hot phenol isolation

Cells were lysed and RNA was isolated using a standard hot phenol method as described [17], and a detailed protocol can be found on the protocols.io repository under DOI dx.doi.org/10.17504/protocols.io.inwcdfe. Briefly, 1 volume of acid saturated phenol and 1 volume of lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM EDTA, 0.5% SDS) were added to frozen cell pellets, vortexed, and then placed in a 65 °C preheated Multi-Therm incubated vortexer (Benchmark Scientific) at 1500 rpm for 45 min. Samples were centrifuged for 10 min at 4 °C at maximum speed in a microcentrifuge, extracted once more with phenol, once with chloroform, and then precipitated overnight at − 20 °C with 0.1 volumes of sodium acetate (pH 5.2) and 2.5 volumes of 100% ethanol. Precipitated RNA was washed once with 70% ethanol and then resuspended in TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA). The phenol extracted RNA was then ‘cleaned’ using an RNeasy Miniprep Kit with optional on-column DNase treatment according to the manufacturer’s instructions.

#### RNA isolation with two different Miniprep kits

RNA was extracted using two different kits: the Qiagen RNeasy Mini Kit (Cat. 74,104) and the Zymo Research Direct-zol RNA Miniprep Kit (Cat. R2050). Cell concentrations were all below the maximum recommendation of 5 × 10^7^ cells from both manufacturers (ranging from 2.5 × 10^7^–4.5 × 10^7^ cells). For both kits, we mechanically lysed cells with a Beadbeater-24 (3500 oscillations/minute, 45 s on ice between cycles). Mechanical lysis was performed in 2-ml screw-capped tubes containing an equal volume (600 μl) of lysis buffer (RLT for RNeasy or TRI reagent for Direct-zol) and acid-washed glass beads (425–600 μm, Sigma-Aldrich).

RNA was then purified according to each manufacturer’s protocol for yeast, including the optional on-column DNase digestion. For all samples, RNA was quantitated using a Qubit RNA HS Assay kit and Qubit fluorometer according to the manufacturer’s instructions. The RNA integrity number (RIN) for each sample was measured using an Agilent 2200 TapeStation. RNA concentrations and RIN values for each sample can be found in Supplementary Table 1.

#### RNA sequencing and analysis

RNA-seq libraries were prepared from polyA-enriched RNA using the KAPA Biosystems mRNA HyperPrep Kit (KK8581) and KAPA Single-Indexed Adapter Set A + B (KK8700), according to manufacturer’s instructions. We started with 500 ng total RNA, fragmentation time (6 min) was optimized to generate 200–300-nt RNA fragments, and the libraries were amplified with 9 cycles of PCR. All libraries were constructed in a single batch through an automated Eppendorf epMotion 5075 liquid handling robot, and a detailed a protocol can be found on protocols.io under DOI dx.doi.org/10.17504/protocols.io.uueewte. cDNA libraries were sequenced on a HiSeq4000 at the University of Chicago Genomics Facility, generating single-end 50-bp reads.

Reads were trimmed of low-quality reads and adapter sequence (KAPA v1 indices) using Trimmomatic (version 0.32) [18], with the following commands: ILLUMINACLIP:Kapa_indices.fa:2:30:10 LEADING:3 TRAILING:3 MAXINFO:40:0.4 MINLEN:40. Reads were mapped to the S288c genome (version Scer3), using STAR (version 020201) [19]. Mapping statistics can be found in Supplementary Table 2. Transcripts per million (TPM) and expected counts for each gene were calculated using RSEM (version 1.3.1) [20]. The RSEM output can be found in Additional File 2.

Differential expression analysis was conducted using the Bioconductor package edgeR (version 3.22.3) using the quasi-likelihood (QL) framework. For the QL model, sample type (i.e. Phenol unstressed, Phenol heat shock, RNeasy unstressed …) and biological replicate were used as factors. To account for differences in RIN across samples, we also performed a separate analysis that included sample type, replicate, and RIN as factors in the model. To control for differences in sequencing depth across samples, the edgeR function thincounts was used to randomly subsample counts across all samples to be equal to the sample with the lowest number of total counts (8,678,188). Only genes with at least 1 count per million (CPM) in at least one condition were included for TMM normalization and differential expression analysis. All RNA-seq data are available through the National Institutes of Health Gene Expression Omnibus (GEO) database under accession no. GSE135430, and the edgeR outputs can be found in Additional File 3.

Principal component analysis (PCA) was performed using ClustVis [21] on ln-transformed TPM values for all transcripts included in the differential expression analysis, using unit variance scaling and singular value decomposition. Hierarchical clustering was performed with Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm) using uncentered Pearson correlation and centroid linkage as the metric [22]. RNA-seq samples were weighted using a cutoff value of 0.4 and an exponent value of 1. Functional enrichments of gene ontology (GO) categories were performed using GO-TermFinder (https://go.princeton.edu/cgi-bin/GOTermFinder) [23], with Bonferroni-corrected *P*-values < 0.01 taken as significant. Complete lists of enriched categories can be found in Additional File 4. Equivalency testing on proportions of gene sets was performed using two one-sided tests (TOST) through the TOSTER R package (version 0.3.4) [24], using an alpha level of 0.05, and equivalency bounds of +/− 0.029 (10% of the background proportion).

#### Quantitative PCR

Six genes with either significantly higher (*LAS17, SED1, PRY3*) or lower (*JNM1, EAF7, RRP36*) abundance in the Phenol vs. Kit RNA-seq data were validated by real-time quantitative (q) PCR using the Maxima SYBR-qPCR Master Mix (Thermo Fisher Scientific) and a Bio-Rad CFX96 Touch Real-Time PCR Detection System as described [25]. Briefly, cDNA was synthesized from the same RNA samples used for RNA-seq using 10 μg total RNA, 3 μg anchored oligo-dT (T20VN), and SuperScript III (Thermo Fisher Scientific) according to the manufacturer’s instructions. One ng of cDNA was used as template, and qPCR was performed using the following thermal cycling parameters: 95 °C for 3 min, 40 cycles 95 °C for 15 s, 55 °C for 1 min for 40 cycles, followed by a melt curve analysis to validate the presence of only a single amplicon. Cq values were determined using regression analysis, with baseline subtraction via curve fit. Relative abundance between samples was determined using the ∆∆Ct method [26], by normalizing to *ERV25* as control gene whose expression is unaffected by various stresses [27]. A detailed protocol is available on protocols.io under DOI dx.doi.org/10.17504/protocols.io.bbgpijvn.

## Supplementary information

**Additional file 1: Figure S1.** qPCR validation of representative differentially abundant transcripts. **Figure S2.** Properties of transcripts with differential abundance depending upon RNA isolation method. **Figure S3.** Properties of transcripts with differential abundance when RIN is included as a factor. **Table S1.** RNA concentrations and integrity (RIN) values. **Table S2.** Summary of mapping statistics. **Table S3.** Correlation coefficient (*r*) for log_2_ fold changes versus each factor. **Table 4.** Log_2_ fold-abundance changes versus each factor.

**Additional file 2.** RSEM Output.

**Additional file 3.** EdgeR Output.

**Additional file 4.** GO enrichments for clusters in Fig. 3.

## Data Availability

All RNA-seq data are available through the National Institutes of Health Gene Expression Omnibus (GEO) database under accession no. GSE135430. The analyses generated during this study are included in the supplementary information files.

## Abbreviations

bp: Base pairs
cDNA: Complementary DNA
Ct: Critical threshold
DNase: deoxyribonuclease
DOI: Digital object identifier
edgeR: Empirical analysis of Digital Gene Expression in R
ER: Endoplasmic reticulum
FDR: False discovery rate
GEO: Gene Expression Omnibus
GO: Gene Ontology
PCA: Principal component analysis
poly-A: polyadenylation
QL: Quasi-likelihood
qPCR: Quantitative polymerase chain reaction
RIN: RNA integrity number
RNA-seq: RNA sequencing
RSEM: RNA-Seq by Expectation-Maximization
SC: Synthetic complete media
SDS: Sodium dodecyl sulfate
STAR: Spliced Transcripts Alignment to a Reference
TOST: Two One-Sided Tests
TOSTER: Two One-Sided Tests (TOST) Equivalence Testing
TPM: Transcripts per million

How the deposited data were processed for this re-analysis (not part of the article)

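RNA-seq was measured in 24 libraries of yeast strain BY4741, with 4 biological replicates of each of 6 sample types: RNA isolated with Phenol, RNeasy or Direct-zol from unstressed cells (30 °C) and from cells after 20 min at 37 °C. In the deposited TPM the Direct-zol libraries are named Trizol, the reagent of that kit, and their sample titles say Direct-zol. The replicate numbers come from the sample labels, and the paper states that 3 identical samples were collected from each biological replicate, for the 3 methods. All libraries were made in a single batch and sequenced on a single lane, so no batch other than the method could be examined.

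The authors trimmed the reads with Trimmomatic, mapped them with STAR and computed expected counts and TPM with RSEM. The TPM that the authors deposited are relative abundances within a library, without scaling between libraries. Every library adds up to the same total, so a rise of some transcripts lowers the others. The authors also deposited the results of their edgeR quasi-likelihood comparisons, on counts thinned to equal totals and normalized by TMM: log2 fold changes, p-values and adjusted p-values for the 3 method comparisons in unstressed cells and the heat shock response with each method. Their comparisons of the methods in heat-shocked cells and of the heat shock responses were not used here. The thinning of the counts could not be repeated from TPM.

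TPM were divided by a trimmed mean of log ratios for each library, against the mean library, after trimming 30% of the ratios and 5% of the mean abundances at each end. After adding a pseudocount of 1 and taking log2, the 5870 transcripts of the authors' comparisons were fitted in limma 3.58.1 (R 4.3.3) with 6 sample types and the biological replicate as factors, followed by empirical Bayes moderation with a trend. Contrasts gave the method comparisons in unstressed and heat-shocked cells, the heat shock response with each method and the differences between these responses. Benjamini-Hochberg adjustment was made over all transcripts tested, and a transcript was called at an FDR under 0.01. On 5 simulated data sets with 200 changed transcripts each, the procedure recovered 77.6% of the changes (91.6% of those of 1 on the log2 scale), and 1.14% of its calls were false. On 5 simulated data sets without changes it made 0 calls. The simulated changes were as often up as down, and residuals were independent between libraries, with a replicate effect shared by both treatments. The simulations therefore do not test the scaling where many transcripts differ, or the correlation of replicates within a treatment. They do not give the share of false calls in the real data. The 5870 transcripts leave out 815 of the 6685 in the deposited table.

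The deposited table gives no read counts per library. Depth was estimated by multiplying TPM by effective length and scaling to the estimated counts in the supplement, of which 773 transcripts were at hand and those with more than 500 counts were used, and is approximate. Replicate SDs, and not counting error, set the precision of the tests.

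Principal components were computed by singular value decomposition of ln(TPM) with unit variance, over the 5749 transcripts with a TPM above 0 in every library. Distances between unstressed libraries are 1 minus the Pearson correlation of log2(TPM + 1), and libraries were joined by average linkage. The genome sequence and annotation were the supplied RefSeq copy of S288c. Of the 6685 transcripts, 6006 were found in it by their systematic name, and 5994 had an annotated ORF. Among the transcripts tested, 5658 had an ORF and 212 did not, and the latter were left out of the analyses of sequence. Proteins with at least 1 window of 19 residues with a mean hydropathy (Kyte-Doolittle) of 1.6 or more were taken as membrane proteins. GO terms were searched as text in the annotation, and the enrichments of the paper were not repeated with its own tool. ORF sequences were also compared with each other for shared 50-base sequences, the length of a read. Retrotransposon ORFs are those whose annotated product names Gag or a retrotransposon. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and Biopython 1.88, and figures were drawn with matplotlib 3.10.9.

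Enrichments were tested with Fisher's exact test, differences between sets of transcripts by permutation (100000 permutations, or 10000 under the alternatives) and correlations by permutation of the pairs (10000, or 1000 under the alternatives). Equivalence of proportions was tested with 2 one-sided normal tests at an alpha of 0.05. The genes named are those the paper names for these data. To them were added, for each kind of comparison, the 3 with the highest and the 3 with the lowest log2 fold change among transcripts that were called, moved the same way in every pair of libraries with the same replicate number and had a mean of at least 1 TPM. Any transcript called for a difference in heat shock response would also have been named, and the marker genes of the strain were checked.

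The alternatives were a pseudocount of 0.1 or 5, a mean of at least 5 TPM in at least 1 sample type or no filter, TPM as deposited, median-of-ratios scaling, quantile normalization, no replicate in the model, no trend, only the libraries compared, and each replicate left out in turn. Other definitions of membrane proteins, of GC content and length, of the libraries averaged and of the scaling before PCA and clustering were tried as well. After the data had been seen, a replicate factor within each treatment, the authors' deposited fold changes in the correlations, and the authors' set in the mean TPM of the Phenol libraries were added. RNA integrity, mapping rates, mRNA half-lives and qPCR were not analysed here.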

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

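All tests in this part, of regrouped libraries, of the libraries nearest to a library and of the culture split between the methods, were chosen only after the results were seen.

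Replicate 1 of heat-shocked Direct-zol stood apart from the other 3 replicates across the profile. Its median absolute log2 difference from them was 0.17 to 0.21, against 0.10 to 0.13 among them, and it lay at 41.1 on PC1, against 53.6 to 62.0, and at -21.9 on PC2, against -11.8 to -5.58. Its 10 most abundant transcripts held 13.7% of TPM, against 15.2% to 15.4% in the others, and HIS3 had 107 TPM, against 79.8 to 82.3 TPM. The last 2 values were found among 75 groups of 4 replicate values, of which 3.75 would stand out by chance. Of the 3 libraries nearest to it by correlation, 2 were heat-shocked Direct-zol libraries, which speaks against a mislabelled sample. Its estimated 11848153 reads lay within the range of the 24 libraries. The 3 methods were applied to samples of the same culture. Replicate 1 had the lowest share of the 10 most abundant transcripts in heat-shocked RNeasy (12.2%) and Phenol (16.2%) too. In heat-shocked RNeasy it also had the highest HIS3 (99.8 TPM) and the lowest PC1 score (56.2). In heat-shocked Phenol it did not. There HIS3 was 59.1 TPM against 64.6 TPM in replicate 2, and PC1 34.6 against 33.0 in replicate 4. The deviation of replicate 1 of heat-shocked Direct-zol from its condition mean correlated with that of replicate 1 at r = 0.786 in RNeasy and 0.448 in Phenol (mean 0.617). These values were above those of replicates 2, 3 and 4 of each (at most 0.173 and 0.284). The pattern may thus come from a difference of the culture or its heat shock that was present before RNA isolation, and whether that is biological was not tested.

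The RNeasy vs. Direct-zol comparison in heat-shocked cells was added after the results were seen. In heat-shocked cells, for which the paper's text gives no counts between methods, 2692 transcripts differed between Phenol and RNeasy, 2626 between Phenol and Direct-zol and 285 between RNeasy and Direct-zol (2692, 2626 and 285 of 5870 tested in limma at an FDR under 0.01). Of these, 2218, 2248 and 186 were also called between the same methods in unstressed cells. Without the replicate in the model the counts were 2540, 2497 and 263, and with the replicate factor within treatment 2986, 2939 and 439. With only the 8 libraries compared in the fit they were 2285, 2050 and 356. With a replicate left out they ranged from 1949 to 2356, from 2021 to 2229 and from 92 to 157. The direction between the kits was not stable, with 232 higher in RNeasy and 53 lower among the 285 but 164 and 192 among the 356. For each of these comparisons, 1 of the 8 splits of the libraries within replicate numbers, the real one, gave as many calls, and the others gave 0, but 8 splits are too few for a share under 0.05. The other splits put the real differences into the residual spread, so their counts of 0 do not show what would be found without differences. On TPM as deposited, 658 of 3603 transcripts were higher in Phenol than in RNeasy, 892 of 3108 higher in Phenol than in Direct-zol and 465 of 472 higher in RNeasy than in Direct-zol, so the balance of directions depends on the scaling between libraries. The methods were applied to samples of the same cultures, and no biological explanation was tested.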

How the results depend on the processing

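The tests of the heat-shocked RNeasy vs. Direct-zol count and the replicate factor within treatment were chosen after the results were seen. So were the authors' set in the Phenol libraries and the authors' fold changes in the correlations. The tests of the Phenol spread, of the replicate pairing and of the TPM of the lower set in kit libraries were also chosen then. All other alternatives were set before the data were examined.

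Among the counts, shares, correlations and enrichments, 221 values under the alternatives other than leaving out a replicate stayed within the limits set for them, 12 moved and 1 reversed. For a count the limit was 1.5 times its size, without regard to direction. For Phenol vs. RNeasy in unstressed cells, 1355 transcripts were higher in Phenol and 1240 lower, but 738 and 2622 on TPM as deposited, where 1978 calls were shared. With a replicate left out, 108 values stayed within the limits and 12 moved. For the named genes, 482 values were kept, 3 were weaker, 1 was stronger and 2 reversed, and with a replicate left out 172 were kept, 11 were weaker and 1 reversed.

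The RNeasy vs. Direct-zol count of 240 was 763 on TPM as deposited, 733 when only the kit libraries were fitted and 409 with the replicate factor within treatment. With only the kit libraries, 259 of the 733 transcripts were higher in RNeasy and 212 were among the 240. It ranged from 90 to 108 across the 4 fits that each left out one replicate. The heat-shocked RNeasy vs. Direct-zol count of 285 was 472 on TPM as deposited, 439 with the replicate factor within treatment and from 92 to 157 in those 4 fits. Phenol vs. RNeasy ranged from 2019 to 2323 and Phenol vs. Direct-zol from 2132 to 2415 in the same fits. The difference in heat shock response between Phenol and RNeasy had 1 call, HBT1, with the replicate factor within treatment and 0 in the other settings (250 at an unadjusted p under 0.05 in the setting reported).

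Centring without unit variance put 76.8% of the variance on PC1 and 11.3% on PC2. With a replicate left out, PC1 held 50.2% to 52.4% and PC2 27.0% to 28.9%. The ratio of distances between unstressed libraries, 2.40, was 1.82 with a pseudocount of 0.1 and 1.45 after centring each transcript, and 2.12 to 2.63 with a replicate left out. In each of these settings the Phenol libraries formed their own branch. The correlation of the fold changes of both Phenol comparisons, 0.843, was 0.777 and 0.618 with separate Phenol libraries and 0.815 to 0.847 with a replicate left out.

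The lower abundance of the transcripts reduced in Phenol reversed when the median was used, at 50.5 TPM against 45.8 TPM for the others. The ERV25 log2 fold change for Phenol vs. RNeasy reversed to -0.20 on TPM as deposited and -0.21 after quantile normalization, and that for Phenol vs. Direct-zol, -0.05, to 0.0137 without replicate 2, while it was -0.110 without replicate 3. For the count of 733, the spread between Phenol replicates (1.46 times that of the kits) and the replicate pairing (mean r of 0.259 within treatments against 0.00667 between them) were tested, and the pairing also bears on the counts of 409 and 439. For the median TPM the libraries it is read in were tested (1.24 times that of the others in the kits). For each of the other values above that moved or reversed, the cause was not tested.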

Differences from the paper's values

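The only setting in this part chosen after the results were seen is the use of the authors' fold changes or of their set of transcripts.

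The lowest of the 4 correlations of GC content or length with the log2 fold changes was 0.130 (length, Phenol vs. RNeasy), and the paper's lowest value is 0.06. None of the alternatives set before the data were examined closed the gap, and the nearest was the GC content of the last position of codons, at 0.0879. The authors' deposited fold changes, chosen after the values had been seen, gave 0.0969.

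The highest of the 4 was 0.374 (GC content, Phenol vs. RNeasy), and the paper's highest value is 0.32. With the GC content of the last position of codons (0.326, then for length in Phenol vs. Direct-zol), without replicate 1 (0.328) and without replicate 3 (0.356) the gap closed. It did not close on TPM as deposited, with a pseudocount of 0.1, with a mean of at least 5 TPM in at least 1 sample type, without the replicate in the model, with length in bases, or without replicate 2 or replicate 4. With the authors' deposited fold changes, chosen after the values had been seen, it was 0.337, which closed the gap.

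The mean TPM of the transcripts lower in Phenol than in both kits was 84.4, and the paper's value is 60.7. This is within the factor of 1.5 used to call a difference. In the 4 unstressed Phenol libraries the mean was 58.8 TPM, and with the authors' set of transcripts in those libraries, a combination chosen after the values had been seen, it was 60.7 TPM.

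In its Results the paper states that transcripts with higher or lower abundance in Phenol had higher GC content and gene length, and in its Discussion it names those with higher abundance only. Its text leaves open whether the first statement is about each set. Here the transcripts higher in Phenol had higher GC content and longer ORFs than those not called (41.9% and 1705 bases in Phenol vs. RNeasy), and those lower in Phenol had lower GC content and shorter ORFs than those not called, 38.6% against 40.2% and 1311 against 1516 bases in Phenol vs. RNeasy, and 39.3% against 40.4% and 1066 against 1418 bases in Phenol vs. Direct-zol.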

Other observations

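The tests of other splits of the libraries, of the length relation in heat-shocked libraries, of the TPM of the lower set in kit libraries, of the Phenol spread and of the replicate pairing were chosen only after the results were seen, the tests with A content after the first test of T content, and the test of retrotransposon reads after the summed TPM.

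Transcripts of predicted membrane proteins were higher in Phenol than in the kits, with a coefficient of 0.38 on the mean of both log2 fold changes. With GC content, ORF length and abundance in the model it was 0.36, and among ORFs that share no 50-base sequence the odds ratio was 6.39, so neither GC content, length nor reads shared between paralogs accounts for the pattern. With base composition in another form in the model, the coefficient was smaller. With T content added to that model the coefficient was 0.11, and with A content, length and abundance it was 0.12, under the limit of 0.5 of its size written down beforehand. T content correlated with the fold change at r = 0.290 among 3966 ORFs without a predicted membrane segment (permutation p = 1e-04, the smallest possible), just under the limit of 0.3 set for it. Within 5 groups of equal size by T content, predicted membrane proteins had the higher median log2 fold change in 5 of 5, and by A content in 5 of 5, for example 0.68 against 0.37 in the group with the least A and -0.33 against -0.42 in the group with the most. A part of the membrane protein pattern may therefore come with base content, and a part remains that A or T content alone does not account for. Since hydrophobic residues have codons rich in T, these data cannot tell which of the properties acts.

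ORFs with less A were higher in Phenol than in the kits. Across 5658 transcripts, which are not independent replicates, the Pearson r of A content with the mean of both log2 fold changes was -0.679, and -0.600 among ORFs without a predicted membrane segment. Given length and abundance it was -0.725 in the unstressed libraries. In the 12 heat-shocked libraries r was -0.750 (permutation p = 1e-04, the smallest possible). In the unstressed libraries it was -0.682 on TPM as deposited and between -0.713 and -0.639 with a replicate left out. The paper does not report A content. A candidate explanation is that the isolation methods, or the poly(A) enrichment that followed, recover A-rich mRNAs to different degrees, and the r of -0.750 in the second set of libraries speaks against chance, but no data here separate those steps from each other or from RNA degradation.

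If nascent chains hold mRNAs at the endoplasmic reticulum, membrane proteins with a mitochondrial GO term would be raised less in Phenol. Their median log2 fold change was lower by a difference of -0.12 (0.20 for 326 transcripts against 0.32 for 1366, permutation p = 0.0031), as that idea predicts. Among proteins with at least 2 hydrophobic windows the difference was -0.0591 (permutation p = 0.18), so the lower value may come from fewer windows per protein. Proteins whose only window lies within 30 residues of the C terminus differed from other proteins with 1 window by -0.0734 (permutation p = 0.16). A segment there would reach the membrane after translation, so the idea predicts a lower value, and this difference did not bear it out. The group was set by the position of the window alone, and not by how each protein reaches the membrane. This comparison therefore cannot decide the idea.

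The abundance of the set lower in Phenol depends on the libraries it is read in. In the 8 kit libraries its median was 1.24 times that of the other transcripts (57.5 against 46.4 TPM), and in the 4 Phenol libraries it was below theirs (35.5 against 43.8 TPM). Phenol and kit libraries both define the set, which lowers its values in the former and raises them in the latter, so neither reading is a neutral check, and a low median of the set cannot be told apart from the way it was chosen. The choice does not account for the mean in the kit libraries, which it raises and which was still lower than that of the others (97.2 against 185 TPM, two-sided permutation test across transcripts, p = 0.0004). That difference in means rests on the transcripts above 1000 TPM, 3 in the set and 194 among the others, without which the means were 92.2 and 85.4 TPM.

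Longer ORFs were higher in RNeasy than in Direct-zol, with r = 0.376 across 5658 transcripts in unstressed libraries. Given GC content it was 0.323 in these libraries, and among ORFs that share no 50-base sequence 0.464. In the heat-shocked libraries r was 0.364. None of chance, GC content or shared reads accounts for it, and no biological explanation was tested, since the kits were applied to samples of the same cultures. RNA integrity was not analysed here. The paper reports the lowest RIN values for the Direct-zol samples, so a difference in RNA degradation is not excluded.

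Retrotransposon transcripts were higher in RNeasy than in Direct-zol. Of 51 tested, 14 were called higher and 0 lower in unstressed RNeasy libraries, and 18 were called higher after heat shock. On TPM as deposited 21 were called higher, and 16 with only the kit libraries fitted. The sum of TPM as deposited over all 92 retrotransposon ORFs was 1.43 times as high in RNeasy as in Direct-zol, at 1971 ± 70.6 against 1381 ± 81.7 TPM (SD, n = 4, exact two-sided permutation p = 0.0286, the smallest possible), and with trimmed-mean scaling 1.24 times. Summed TPM depends on how reads are divided, because short Gag ORFs lie inside longer ORFs, so this sum cannot decide whether shared reads are the cause. The share of estimated reads (TPM times effective length), which keeps its sum however reads are divided among these ORFs, was 1.33 times as high, at 0.910 ± 0.0398% against 0.683 ± 0.0419% (exact two-sided permutation p = 0.0286, the smallest possible), and every RNeasy library was above every Direct-zol library. Both permutations ignored that libraries with the same replicate number come from the same culture. Within replicate numbers only 8 splits exist, too few for a p under 0.05. The share of estimated reads is not scaled between libraries. The division of reads among these ORFs alone thus does not account for the higher share in RNeasy. Whether the relation with ORF length does was not tested. In the whole table, 3 transcripts were listed at 0 in all 8 Direct-zol libraries and above 0 in the other 16, and all 3 were Gag ORFs that share every 50-base sequence with other ORFs, so for them the division of reads remains a candidate explanation. No transcript had this pattern for Phenol or RNeasy.

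When only the kit libraries were fitted, RNeasy vs. Direct-zol had 733 calls in place of 240. The fit of the kit libraries also leaves out the heat-shocked ones. The median SD between unstressed Phenol replicates was 1.46 times the larger of those of the kits, which may raise the variance estimate shared by all libraries. This is not specific to Phenol, since the median SD (log2) was 0.15 in unstressed Phenol, 0.15, 0.14 and 0.13 in heat-shocked Phenol, RNeasy and Direct-zol, and 0.11 and 0.10 in unstressed RNeasy and Direct-zol. Replicate numbers paired libraries of the same treatment (mean r = 0.259) and not those of different treatments (mean r = 0.00667), so the replicate factor over both treatments may leave variation that a factor within treatment removes; with it the count was 409.

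Other splits of the libraries, with labels exchanged within replicate numbers, were fitted for every count. Exchanged labels put the real differences into the residual spread, which lowers the calls. A split can also keep a real grouping in a part of the libraries. The other splits thus do not show what would be found without differences. For Phenol vs. RNeasy, Phenol vs. Direct-zol and RNeasy vs. Direct-zol in unstressed cells and for the heat shock response with each method, 1 of 8 splits gave as many calls, the real one, and the others gave 0, but 8 splits cannot give a share under 0.05. For the differences in heat shock response the real count is 0 (250, 244 and 58 at an unadjusted p under 0.05). No split can give fewer, so the splits say nothing about these differences. For the calls shared by both Phenol comparisons, 1 of 81 splits gave as many, and the next highest count was 184 against 2112. That next count came from the split in which the Direct-zol libraries stood in for Phenol. Among 100 drawn splits each, 1 gave as many calls in any method comparison (next highest 2828 against 3257), 1 as many heat shock calls shared by all 3 methods (next highest 0) and 1 as many in at least 1 method (next highest 3700 against 4331).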
